A study of Synechocystis sp. PCC 6803 with 8 samples.

How the data were processed

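RNA of the cyanobacterium Synechocystis was measured on 8 one-colour Agilent microarrays. The 2 genotypes were wild type and a knockout mutant of nblD, and the 2 nitrogen conditions were nitrogen present (0 h, called fed here) and 3 h after nitrogen was removed (called starved). Each of the 4 groups had 2 arrays. The design text mentions a duplicate per sample. The labels do not say whether the 2 arrays of a group came from separate cultures or from 1 RNA sample. The spread within a group can thus be smaller than the spread between cultures. With 1 RNA sample per group, the p-values would set differences against the spread of arrays, not of cultures. Per the labels' protocols, total RNA was labelled directly with Cy3 without cDNA synthesis. The samples starved longer that the design text mentions were not analysed here.

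Per the file headers, the scanner files were written by Agilent Feature Extraction 10.7.3.1 with a one-colour gene expression protocol, and all 8 arrays lay on 1 slide with 1 scan date. Each deposited scanner file held 62334 spots, of which 61015 were non-control probes and 1319 were control spots. Per the file headers, the processed signal of a spot was an intensity on a linear scale, background-subtracted within its own array and not normalized between arrays. The lowest processed signals of an array repeated a single level, so differences below that level carried no order. The deposited series matrix held 1 value per probe and sample on a log2 scale, and its method was not stated. Each column of that matrix was compared with the 8 scanner files. Cyclic loess of the log2 raw median signals, computed with limma and no background subtraction, gave the matrix values within 5.0e-09 on all 8 arrays. The matched column carried the array's own sample for 0 of the 8 arrays.

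The sample of each scanner file was taken from its GEO record, and the groups from the GEO labels. Because the matrix placed every array under another sample, the text speaks of arrays labelled as a group, meaning the label of the scanner file. All comparisons were computed under these labels, and again with the arrays assigned as in the matrix. The array positions recorded in the file headers put the 4 arrays labelled as fed in 1 row of the slide and the 4 labelled as starved in the other. The 2 arrays of each group lay side by side, so position and group cannot be told apart. With 1 slide and 1 scan date, no fit with the slide as a block was possible.

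The main values were the log2 processed signal minus the array's 75th percentile of it over non-control probes. Spots with an outlier mark were left out, and saturated spots were kept (there were 0). Each probe had a single spot, and the files gave no gene names, so probe and feature were the same. Probes were tested if Feature Extraction called them well above background on both arrays of at least 1 group. This left 41435 probes and dropped 19580, and 31627 probes were well above background on all 8 arrays. limma 3.58.1 in R 4.3.3 fitted 1 mean per group to all 8 arrays with lmFit, contrasts.fit and eBayes. The fit had 4 residual degrees of freedom and a prior of 3.2. A probe was called at a Benjamini-Hochberg adjusted p under 0.05, two-sided. The 5 comparisons were starved against fed in each genotype, mutant against wild type in each nitrogen condition, and the interaction of the genotype with the nitrogen response.

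A probe not well above background on either array of a group has only a bound there. Its fold is given as "at least", from the mean of the brighter group against the mean, per array, of the higher of the lowest signal among probes well above background and the probe's own signal. Where a fitted log2 difference involves such a group it rests on signals near background and is no measured size.

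The files did not pair probes with genes, so no gene name is given to any probe. The targeted gene nblD could therefore not be reported, and the lists of phycobilisome, nitrogen assimilation and ribosomal protein genes fixed beforehand were not analysed here. The rule for named probes was the 5 largest rises and 5 largest falls per comparison among probes past the threshold with a log2 change of at least 1 and no overlap between the 4 arrays. It was reduced to at most 2 rises and 2 falls because probes had no names. Differences measured on both sides were ranked first, then bounds.

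The groups, the tests, the rule for named probes and most alternatives were fixed before the data were examined. These were normexp background correction with an offset of 50, quantile, median or no scaling, normexp with quantile, other filters on dim probes, the matrix values, eBayes with trend, only the groups compared, a replicate block, a 2-fold threshold and leaving out each array. The scanner files used held no mean signal, so normexp ran on the median signal. The alternatives that summarise several probes gave the same values as the main setting, since each probe had a single spot. The other assignment of arrays to samples and a common floor for dim values (log2 of -2.17 for all arrays) were added after the data had been seen.

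The calculation was tested on simulated data made from the real probes' means and spread, with 200 of 41431 probes changed. In the simulated comparison of mutant with wild type in fed cells, 31% of changes of log2 1 and 91% of changes of log2 2 were recovered, and 5 of 127 calls were false. For starved cells these were 32% and 94%, with 13 false calls of 139. For the wild-type response they were 27% and 91%, with 7 false calls of 125. The simulated noise was normal, with 1 spread per probe for all groups, as moderated by limma, and no lowest level. These rates therefore do not cover calls that involve a group near background. The number of arrays limits the precision. Where an array of a group is left out, the group keeps 1 array, whose spread is assumed to be that of the other groups. A permutation test of 2 arrays against 2 cannot go below p = 0.33, so single comparisons rest on the limma model.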

Results

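The arrays recorded RNA levels of Synechocystis, a unicellular cyanobacterium. The strains were wild type and a mutant lacking nblD, a gene that the study's design text describes as induced by nitrogen removal. Cells were sampled with nitrogen present (fed) and 3 h after its removal (starved), with 2 arrays in each of the 4 groups. All levels are log2 signals relative to the array's 75th percentile.

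The 75th percentile of signal intensity was 898.6 and 1455 on the 2 arrays labelled wild type fed, 725.8 and 1019 on those labelled mutant fed, 1199 and 1206 on those labelled wild type starved, and 1063 and 1243 on those labelled mutant starved. Feature Extraction called 57.7% to 74.3% of the 61015 probes well above background. The share was 67.2% ± 5 (SD, n = 4) on arrays labelled starved and 59.7% ± 2 (SD, n = 4) on arrays labelled fed. The difference of 7.45 percentage points had p = 0.029 in a two-sided exact permutation test over 70 permutations, the smallest p this test allows. The within-group SD over the tested probes was 0.34 for wild type fed, 0.28 for mutant fed, 0.33 for wild type starved and 0.20 for mutant starved (log2, n = 2 each). Rank correlations across probes, which are not independent replicates, were 0.956 to 0.986 for the 4 pairs of arrays with the same label. They were 0.932 to 0.979 for the 8 pairs with the same nitrogen label and another genotype label, and 0.838 to 0.888 for the 16 pairs with another nitrogen label. The first principal component held 68.7% of the variance and separated the 4 arrays labelled fed from the 4 labelled starved. The next held 13.4%.

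The deposited processed matrix placed each of the 8 arrays under another sample than the scanner files did. Each scanner file's raw signal had a rank correlation of at least 0.9995 with 1 column of the matrix, and this was never the column of its own sample, for which the correlation was 0.922 to 0.985. The arrays labelled wild type fed in the scanner files appeared in the matrix as wild type starved. Those labelled mutant fed appeared as wild type fed, those labelled wild type starved as mutant starved, and those labelled mutant starved as mutant fed. Replicate numbers were kept. Every direction below follows the scanner files' labels, and the comparison that the same arrays make under the matrix's names is given with each result.

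**Figure D1:**
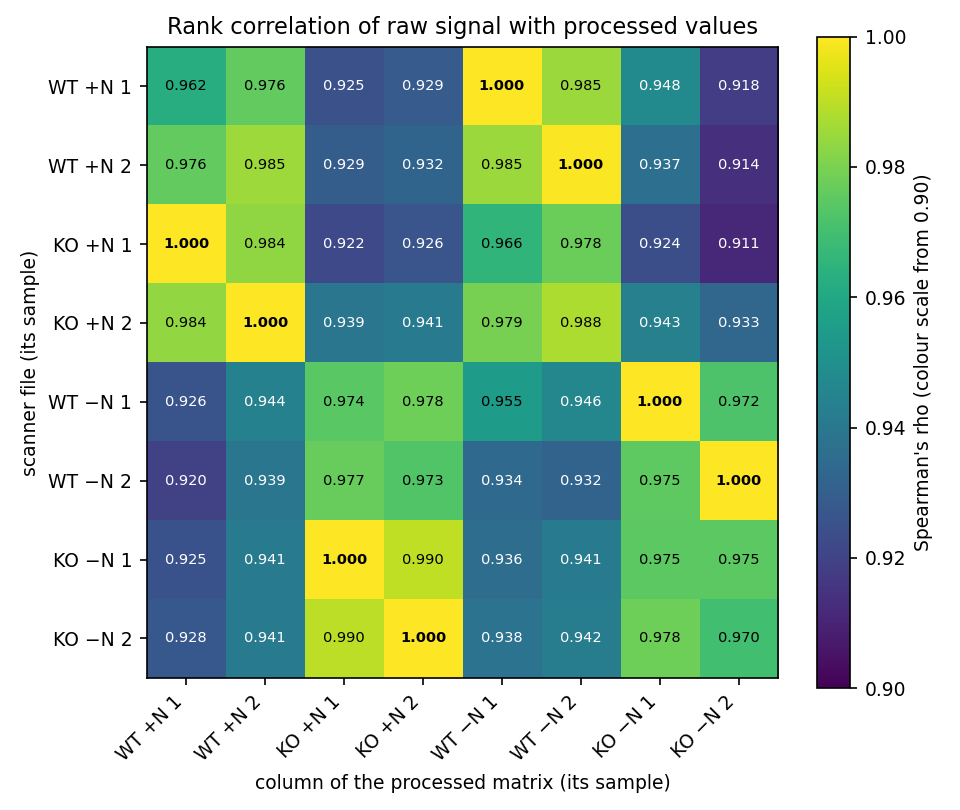
Spearman's rank correlation, across all probes, between the raw median signal of each scanner file (vertical axis, by its sample) and each column of the processed matrix (horizontal axis, by its sample), where WT is wild type, KO the nblD mutant, +N fed and −N starved, followed by the replicate number. Cells in bold mark the matching columns, at 0.9995 or above, and none of the 8 lies on the diagonal, where the values run from 0.922 to 0.985.

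The first comparison asked which RNAs changed after nitrogen removal in the wild type. Of 41435 probes tested, limma with Benjamini-Hochberg adjustment called 17281 (41.7%) between the arrays labelled wild type starved and wild type fed, 8902 higher and 8379 lower after nitrogen removal. The fitted change was at least 2-fold for 8198 of them, 4718 higher and 3480 lower, including probes that were not well above background on every array. This number and its balance differed between settings: it was 4539 (1750 higher, 2789 lower) for probes well above background on all 8 arrays, 5287 (2398 higher, 2889 lower) with the common floor, 3395 (1446 higher, 1949 lower) under normexp, and 1862 (821 higher, 1041 lower) with matrix values assigned as in the scanner files. The assignment of the arrays moved the count of all calls the most: with the matrix's names the wild-type comparison gave 36 calls, and the arrays compared here stand there for mutant against wild type in starved cells. The share of calls that were higher was 51.5%, against 41.8% under normexp, 40.8% under median scaling and 66.2% without scaling, so the balance of rises and falls depended on the scaling. Median scaling put the median of all probes at -0.11 in this comparison, against 0.02 under the main scaling.

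Probe SYN-CR-76-58235 rose from -0.96 ± 0.50 to 3.57 ± 0.66 (SD, n = 2 each), a log2 change of 4.53 with a standard error of 0.338 and a limma Benjamini-Hochberg adjusted p of 0.00043, or 23.1-fold. SYN-CR-76-36558 rose 17.1-fold, by 4.10 (adjusted p 0.00089). The largest falls measured on both sides were those of SYN-CR-76-49731, from 3.37 ± 0.07 to -1.26 ± 1.34, and of SYN-CR-76-41969, from 3.34 ± 0.06 to -1.28 ± 1.23 (SD, n = 2 each). They fell by 4.63 each, or 24.8-fold and 24.7-fold, with limma Benjamini-Hochberg adjusted p of 0.014 and 0.012. Both falls passed the threshold no longer without wild type starved replicate 1 (adjusted p 0.072 and 0.06), and the fall of SYN-CR-76-49731 also not without wild type fed replicate 2 (adjusted p 0.051). In each of these probes the 4 arrays did not overlap between the groups.

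The same comparison in the mutant asked whether it responded to nitrogen removal. limma called 16411 probes (39.6%) between the arrays labelled mutant starved and mutant fed, 7479 higher and 8932 lower, of which 8195 had a fitted change of at least 2-fold (3825 higher, 4370 lower). Of probes well above background on all 8 arrays, 5241 did (1947 higher, 3294 lower), and with normexp and the common floor the number was 4190 and 6062. With matrix values assigned as in the scanner files it was 2457. Without scaling the share of higher calls was 79.5% in place of 45.6%, with the median of all probes at 0.38 in place of -0.03. Leaving out either array labelled mutant starved gave 9764 or 10025 calls (replicates 1 and 2), and leaving out mutant fed replicate 1 gave 9821. Under the matrix's names, these arrays compare mutant with wild type in fed cells, and the mutant response there had 13 calls.

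SYN-CR-76-58235 rose in the mutant from -0.03 ± 0.15 to 4.92 ± 0.02 (SD, n = 2 each), by 4.95 or 30.9-fold (limma Benjamini-Hochberg adjusted p 0.00025). SYN-CR-76-54079 rose 28.5-fold, from -1.76 ± 0.14 to 3.07 ± 0.02 (adjusted p 0.00025). SYN-CR-76-275 fell 57.6-fold, from 4.35 ± 0.02 to -1.50 ± 0.52 (adjusted p 0.00069), and SYN-CR-76-8573 fell 55.5-fold, from 4.52 ± 0.19 to -1.27 ± 0.34 (adjusted p 0.00022). These 4 calls held whichever array was left out.

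Across the 41435 probes, the responses of the genotypes had a Pearson correlation of 0.825 and a Spearman correlation of 0.803, and 80.7% of probes changed in the same direction. Probes are not independent replicates, so these values carry no p. Both responses were called for 12115 probes, 12071 of them in the same direction. A further 5166 were called under the wild-type labels alone and 4296 under the mutant labels alone, which does not show that their responses differed. With the matrix's names in their place, the responses of the genotypes had a Pearson correlation of 0.245 in scanner values and 0.340 in matrix values, and 51.7% and 50.8% of probes changed in the same direction.

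**Figure D2:**
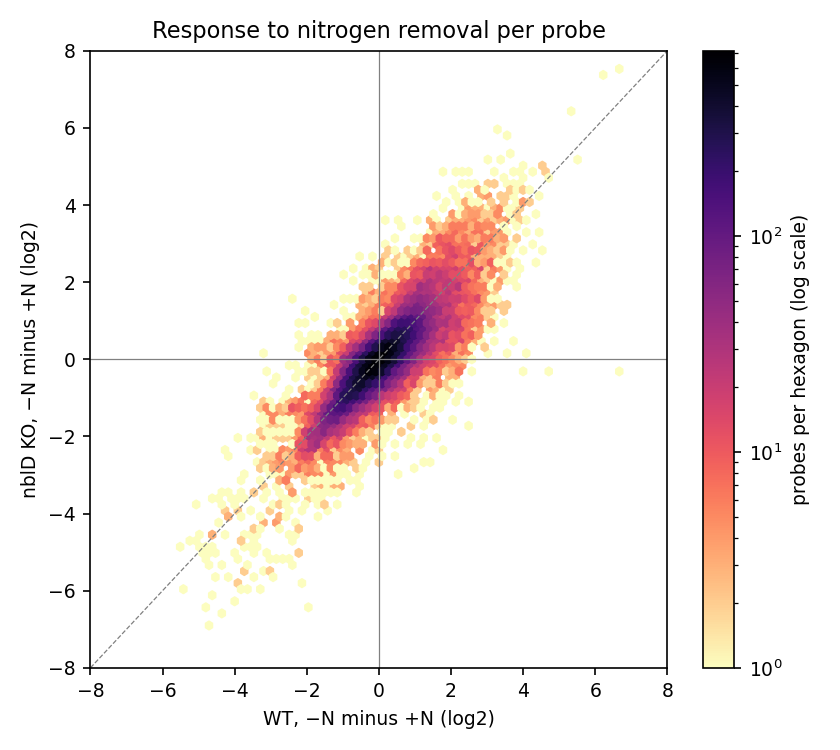
Log2 change from fed to starved in the arrays labelled wild type (WT, horizontal axis) and labelled nblD mutant (KO, vertical axis) for the 41435 tested probes, with colour giving the number of probes per hexagon on a log scale and the dashed line marking equal change. The cloud follows the diagonal, with a Pearson correlation of 0.825 across probes.

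The mutant was compared with the wild type in fed cells to ask what loss of nblD changed before starvation. limma with Benjamini-Hochberg adjustment called 36 probes (0.0869% of those tested), 29 higher and 7 lower in the arrays labelled mutant fed, while 7295 probes (17.6%) had an unadjusted p under 0.05, against the 5% that chance gives. All 29 higher probes were not well above background on either array labelled wild type fed, and 6 of the 7 lower ones on neither labelled mutant fed, so 1 call was measured on both sides. In 17 of the 36, 16 higher and 1 lower, the probe was well above background on no array of either group, and 12 of the 29 higher probes were well above background on both arrays labelled mutant fed. The count was 0 under normexp (6612 probes at unadjusted p under 0.05) and 1061 without scaling, where 14.5% of calls were higher in place of 80.6% and the median of all probes was -0.37. In fits without 1 array, where a group left with 1 array takes its spread from the others, it was 0 without mutant fed replicate 1 or without either array labelled mutant starved (3074, 5852 and 5852 at unadjusted p under 0.05). Without wild type fed replicate 1 it was 197 (191 higher, 6 lower) and without wild type fed replicate 2 it was 826 (654 higher, 172 lower). Without mutant fed replicate 2 it was 247 and the balance turned, with 32 higher and 215 lower. Under the matrix's names, these arrays give the response of the wild type to nitrogen removal with its sign turned, and the fed comparison of the genotypes had 16411 calls.

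SYN-CR-76-43652, the call measured on both sides, was 2.57-fold lower in mutant fed (1.09 ± 0.01) than in wild type fed (2.45 ± 0.07; SD, n = 2 each), with a limma Benjamini-Hochberg adjusted p of 0.039. SYN-CR-76-42813 was at least 2.45-fold lower (adjusted p 0.039). SYN-CR-76-39509 was at least 3.47-fold higher in mutant fed (adjusted p 0.026), and SYN-CR-76-15510 at least 1.74-fold higher (adjusted p 0.037). None of the 4 passed the threshold without mutant fed replicate 1 (adjusted p 0.27 to 0.3) or without either array labelled mutant starved (adjusted p 0.14). SYN-CR-76-43652 and SYN-CR-76-42813 also missed it without either array labelled wild type starved (adjusted p 0.053 and 0.06). None of the 4 passed it with the common floor for dim values (adjusted p 0.056 to 0.15).

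After 3 h without nitrogen, the comparison of the genotypes asked what loss of nblD changed in starved cells. limma with Benjamini-Hochberg adjustment called 13 probes (0.0314%), 2 higher and 11 lower in the arrays labelled mutant starved, with 6159 probes (14.9%) at an unadjusted p under 0.05. Both higher probes were not well above background in wild type starved and 10 of the 11 lower ones in mutant starved, so 1 call was measured on both sides. Normexp gave 185 calls, of which 47% were higher in place of 15.4%, and normexp with quantile normalization gave 124, of which 42.7% were higher. Leaving out either array labelled wild type fed gave 171 calls (33 higher, 138 lower). Without replicate 1 of wild type starved there were 49, with 30 higher and 19 lower, and without replicate 2 there were 63 (27 higher, 36 lower). Without replicate 1 or 2 of mutant starved there were 5 and 6, all lower. Under the matrix's names, these arrays give the response of the mutant with its sign turned, and the starved comparison of the genotypes had 17281 calls.

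SYN-CR-76-8573 was 5.78-fold lower in mutant starved (-1.27 ± 0.34) than in wild type starved (1.26 ± 0.34; SD, n = 2 each), with a limma Benjamini-Hochberg adjusted p of 0.038. SYN-CR-76-50476 stood at 2.35 ± 0.22 (SD, n = 2) in wild type starved, was not well above background on any array labelled mutant, and was at least 31.9-fold lower in mutant starved (adjusted p 0.017). SYN-CR-76-20320 was at least 1.68-fold higher in mutant starved (adjusted p 0.019) and SYN-CR-76-27734 at least 1.24-fold higher (adjusted p 0.038). With the common floor for dim values, the differences of SYN-CR-76-20320 and SYN-CR-76-27734 came to 0.09 and 0.00 (adjusted p 0.58 and 1), SYN-CR-76-8573 missed the threshold (adjusted p 0.069) and SYN-CR-76-50476 passed it (adjusted p 0.0073). None of the 4 passed the threshold without mutant starved replicate 1 (adjusted p 0.12 to 0.16) or replicate 2 (0.13 to 0.33). The calls of SYN-CR-76-20320, SYN-CR-76-27734 and SYN-CR-76-8573 were also lost without either array labelled mutant fed (adjusted p 0.057, 0.11 and 0.098). SYN-CR-76-20320 missed the threshold without wild type starved replicate 1 (adjusted p 0.054), and SYN-CR-76-27734 and SYN-CR-76-8573 without replicate 2 (0.057 and 0.053).

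**Figure D3:**
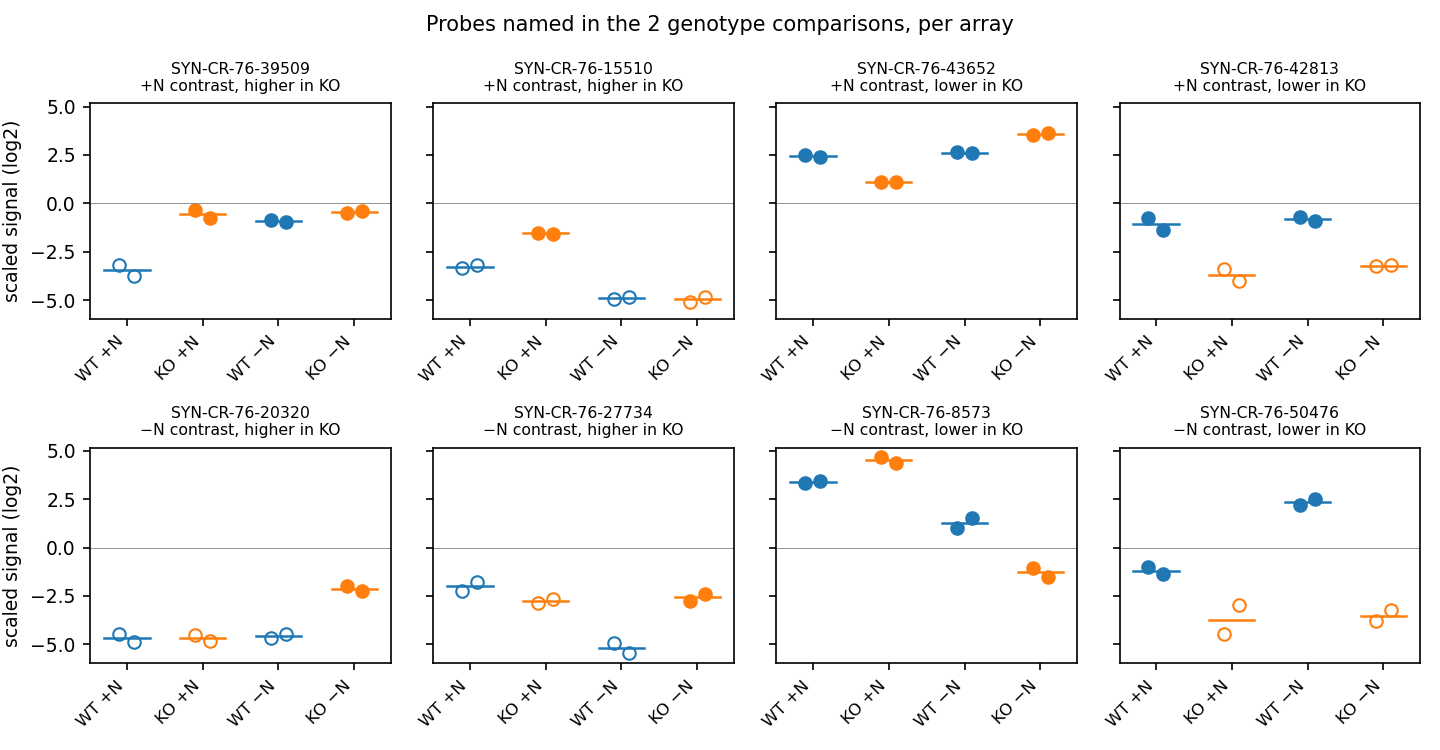
Scaled log2 signal of the 8 probes named in the comparisons of mutant (KO, orange) and wild type (WT, blue) in fed (+N) and starved (−N) cells, with 1 circle per array and a line at the mean of the 2 arrays. Circles are filled where the probe was well above background on both arrays of the group and open otherwise; only SYN-CR-76-43652 in fed cells and SYN-CR-76-8573 in starved cells were so on both sides of the comparison.

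The differences between mutant and wild type in fed cells and in starved cells had a Pearson correlation of 0.245 and a Spearman correlation of 0.125 across the 41435 probes, which are not independent replicates. They shared 2 called probes, both with the same direction. With the names exchanged as in the matrix, 0.245 is the correlation of the nitrogen responses and 0.825 that of the differences between the genotypes.

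Whether the response to nitrogen removal depended on the genotype was tested with the interaction term. limma with Benjamini-Hochberg adjustment called 10 probes (0.0241%), 1 with a higher and 9 with a lower change in the mutant, and 5320 probes (12.8%) had an unadjusted p under 0.05. Only 2 of the 10 were well above background on all 8 arrays, and 8 had at least 1 group without such an array. The response of SYN-CR-76-43652 was 2.34 higher in the mutant on the log2 scale (limma Benjamini-Hochberg adjusted p 0.032). That of SYN-CR-76-8573 was lower, with a log2 difference of -3.66 (adjusted p 0.036), since it fell from 3.39 ± 0.06 to 1.26 ± 0.34 in wild type and from 4.52 ± 0.19 to -1.27 ± 0.34 in the mutant (SD, n = 2 each). SYN-CR-76-39111 was well above background in wild type starved alone, at 2.00 ± 0.46 (SD, n = 2), and its adjusted p was 0.0068. All 3 missed the threshold without mutant fed replicate 1 (adjusted p 0.08 to 0.24), mutant starved replicate 1 (0.093 to 0.26) or mutant starved replicate 2 (0.065 to 0.24), and in each of these fits 0 probes were called (3326, 3320 and 3394 at unadjusted p under 0.05). SYN-CR-76-43652 and SYN-CR-76-8573 also missed it without wild type fed replicate 2 (0.057 and 0.061) and without wild type starved replicate 2 (0.1 each). The count was 171 without mutant fed replicate 2, where the balance turned to 153 higher and 18 lower. It was 126 without wild type fed replicate 1 (3 higher, 123 lower), 84 without wild type starved replicate 1 (39 higher, 45 lower) and 6 without wild type starved replicate 2 (2 higher, 4 lower). Normexp gave 10 calls with 30% of them higher, and no scaling gave 257 with 70% higher, in place of 10% under the main scaling. Under the matrix's names, the same 10 probes were called with their signs turned.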

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

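In this part, the comparison of the arrays' lowest levels, the common floor, the count of groups below background, the count of arrays whose removal left no call and the assignment of arrays as in the matrix were tests chosen after the result or the data had been seen. Leaving out single arrays was planned.

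The interaction term called 10 probes whose response to nitrogen removal differed between the arrays labelled wild type and those labelled mutant, by limma with Benjamini-Hochberg adjustment. It is a difference between groups under the same treatment, and it bears most directly on what loss of nblD does. The offsets between the arrays' lowest levels did not account for the size of the differences. The mean lowest levels were -4.68 in wild type fed, -5.20 in wild type starved, -4.67 in mutant fed and -4.97 in mutant starved (log2), which gives an interaction of 0.23, and single arrays allow -0.49 to 0.95. All 10 calls were larger, at 2.34 to 6.97 in size, and 9 of them were negative. This compares sizes only and cannot show whether values at the lowest level had too small a spread. With every value under a common floor raised to that floor, 3 of the 10 remained past the threshold. That fit does not single out the lowest levels, since SYN-CR-76-8573 also missed the threshold there (adjusted p 0.13) with its log2 difference still at -3.66. SYN-CR-76-39111, not well above background in 3 groups, came to -4.17 in that fit (adjusted p 0.099).

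In 8 of the 10 probes, at least 1 group was not well above background on either array. Biased spread of probes that are not well above background could make such calls. The count cannot decide this, since the 10 probes were chosen for the difference itself. If 1 deviating array had made the calls, the 2 arrays of a group would differ strongly. The SD within a group was at most 0.72 in the 10 probes (log2, n = 2). Their interactions were 2.34 to 6.97 in size. Whichever array was left out, the interaction was 2.26 to 2.41 for SYN-CR-76-43652, -3.91 to -3.42 for SYN-CR-76-8573 and -7.30 to -6.65 for SYN-CR-76-39111. No single array carried these differences, but limma calls only differences that are large against the spread within groups. Agreement of the 2 arrays of a group was thus built into the choice of the probes and is no separate evidence. By the reading chosen first, any fall of the count to 0 would have counted for a single array. Removing any of 3 arrays, all labelled mutant, met that reading. That count cannot decide, since a group left with 1 array also loses precision.

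Arrays deposited under the wrong sample would change what the interaction means. With the arrays assigned as in the matrix, the same contrast again called 10 probes, 9 higher and 1 lower. This follows from the design, since that assignment turns the sign of the interaction and moves nothing else, so it cannot be told apart from the scanner files' labels here. A true difference between the genotypes stays open and untested, and the files do not name the genes of these probes.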

How the results depend on the processing

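The assignment of scanner values as in the matrix, the matrix values assigned as in the scanner files and the common floor were tests chosen after the data had been seen; the other alternatives were planned. Counts are of probes called by limma with Benjamini-Hochberg adjustment, and main counts were 17281 for the wild-type response, 16411 for the mutant response, 36 for mutant against wild type in fed cells, 13 in starved cells and 10 for the interaction.

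Both nitrogen responses stayed within 1.5 times their main counts under normexp, quantile normalization, median scaling, normexp with quantile, both other filters, eBayes with trend, the replicate block, the common floor and the matrix values assigned as in the scanner files. They moved without scaling, to 7575 in the wild type and 9425 in the mutant, and with a 2-fold threshold, to 8198 and 8195. Without scaling, all of these calls were at least 2-fold. The wild-type change of SYN-CR-76-49731 was then -4.56 with a limma Benjamini-Hochberg adjusted p of 1.4e-24, against -4.63 and 0.014 in the main fit. The fit without scaling thus also took the spread of probes differently, so its counts do not show an effect of scaling alone. A fit of only the groups compared gave 10738 for the wild type and stayed within 1.5 times for the mutant, at 20542. The main fit used 1 spread per probe for all groups. The within-group SD was 0.34 (fed) and 0.33 (starved) in the wild type, and 0.28 and 0.20 in the mutant (log2, n = 2 each). How much of the change came from this was not tested. Leaving out 1 array gave 12773 (without wild type starved replicate 2) to 15898 for the wild type and 9764 (without mutant starved replicate 1) to 17430 for the mutant.

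In fed cells, the 36 calls of mutant against wild type became 0 under normexp, with probes required on all 8 arrays, with only the groups compared and under the common floor. At unadjusted p under 0.05, limma had 6612, 5689, 6766 and 7196 probes in these fits. Normexp with quantile normalization gave 3, no filter 2, eBayes with trend 3, median scaling 87 and no scaling 1061. Quantile normalization gave 46. The requirement of all 8 arrays left 1 of the 36 calls to be tested, by construction, and the cause of the other changes was not tested. Leaving out 1 array gave 0 (without mutant fed replicate 1, 3074 probes at unadjusted p under 0.05) to 826 (without wild type fed replicate 2), and the 247 calls without mutant fed replicate 2 were mostly lower, with 32 higher and 215 lower.

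In starved cells, the 13 calls became 185 under normexp, 124 under normexp with quantile, 598 without scaling, 60 with probes required on all 8 arrays, 49 with only the groups compared, 8 with no filter and 6 under the common floor. Of the 13, normexp kept 11 and quantile normalization kept 10. Leaving out 1 array gave 5 (without mutant starved replicate 1) to 171 (without either array labelled wild type fed). Why these counts moved was not tested.

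For the interaction, no scaling gave 257 calls, normexp with quantile 6, no filter 3, the requirement of all 8 arrays 2, eBayes with trend 4 and the common floor 4. Leaving out 1 array gave 0 (without mutant fed replicate 1, 3326 probes at unadjusted p under 0.05) to 171 (without mutant fed replicate 2, 153 higher and 18 lower). The cause was not tested.

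With the replicate number as a block, the calls fell to 0 in fed cells (6591 at unadjusted p under 0.05) and to 3 for the interaction, and were 15708, 14897 and 10 for the other comparisons. Same-numbered arrays did not deviate together: the correlations of their deviations from the group means ran from -0.3 to 0.22. The numbers are thus not taken to pair the arrays, and the block uses up 1 degree of freedom.

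The assignment of arrays exchanged the comparisons. With the matrix values under the matrix's names, the counts were 1 for the wild-type response, 21 for the mutant response, 16267 for the genotypes in fed cells, 15835 in starved cells and 6 for the interaction. Scanner values with arrays assigned as in the matrix gave 36, 13, 16411, 17281 and 10. With the matrix values assigned as in the scanner files, the genotype counts were 1 in fed cells and 21 in starved cells, and the interaction had 6. By construction, the counts follow the arrays and not their names.

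The named probes reversed only under the matrix's assignment, with the log2 difference given here first for matrix values and then for scanner values. For the wild-type response, SYN-CR-76-58235 went to -0.29 and -0.94, SYN-CR-76-36558 to -0.41 and -1.11, SYN-CR-76-49731 to 1.02 and 1.18, and SYN-CR-76-41969 to 0.95 and 1.13. For the mutant response, SYN-CR-76-58235 went to -1.27 and -1.35, SYN-CR-76-54079 to -1.38 and -1.56, SYN-CR-76-275 to 1.30 and 2.16, and SYN-CR-76-8573 to 1.66 and 2.53. Between genotypes in fed cells, SYN-CR-76-15510 went to -0.82 and -3.42, SYN-CR-76-43652 to 2.45 and 2.49, and SYN-CR-76-42813 to 0.05 and 0.49. In starved cells, SYN-CR-76-27734 went to -0.74 and -3.19, SYN-CR-76-50476 to 2.52 and 3.56, and SYN-CR-76-20320 to -0.12 with matrix values. In the interaction, SYN-CR-76-43652 went to -2.05 and -2.34, SYN-CR-76-8573 to 2.78 and 3.66, and SYN-CR-76-39111 to 2.93 and 6.97.

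Among the 19 differences named for single probes, 19 kept their direction and their side of the threshold under median scaling, 18 without scaling, 17 under quantile normalization, 16 under normexp with quantile, and 15 under normexp and under eBayes with trend. With matrix values assigned as in the scanner files 13 did, under the block 11, and with no filter and under the common floor 10. Without 1 array, the fewest were 8 (without either array labelled mutant starved) and 9 (without mutant fed replicate 1), and the most were 19 (without wild type fed replicate 1). Of the 16 that could be fitted with only the groups compared, 11 did. Of the 9 that could be tested with all 8 arrays required, 8 did. Those that did not missed the threshold, which can leave the log2 difference as it was: under the block, SYN-CR-76-43652 stayed at -1.36 in fed cells. Under the common floor, SYN-CR-76-20320 came to 0.09 and SYN-CR-76-27734 to 0.00.

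Signal over background limits the main calls between the genotypes, of which 1 of 36 and 1 of 13 were measured on both sides. With probes required on all 8 arrays, limma called 0 in fed cells (5689 at unadjusted p under 0.05) and 60 in starved cells, 23 higher and 37 lower. In fits without 1 array, a group left with 1 array is assumed to vary like the others. The alternatives that summarise several probes per feature gave no separate value, the slide as a block could not be fitted with 1 slide, and all alternatives for nblD and for the 3 gene lists were not run.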

Other observations

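In this part, the tests of the sample names, of the arrays' lowest levels, of the pairings of arrays and of the switch from background were chosen after the result was seen, and the common floor was added after the data had been seen. The test of the control sequences was set before its result was seen.

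The scanner files and the processed matrix give the 8 arrays different samples, and a mislabelled set may be either of them. A deleted gene that starvation induces would give probes bright in wild type starved, dimmer in wild type fed and not well above background on any mutant array. Under the scanner files' names, 4 probes had this pattern with a gap of at least 4-fold between wild type starved and wild type fed, among them SYN-CR-76-50476 and SYN-CR-76-39111. These 4 were at least 18.9-fold to 31.9-fold lower in mutant starved than in wild type starved. Under the matrix's names, the same count was 0. At a gap of 2-fold, the counts were 33 and 1. These counts do not decide between the names. The arrays labelled wild type starved stood apart whichever group was allowed to be the dimmer one: with mutant fed or mutant starved in that place, 2 probes each were found at 4-fold, and 31 and 32 at 2-fold. With the genotypes exchanged, 1 was found at 4-fold and 3 at 2-fold. With mutant fed as the bright group, 9 to 10 were found at 2-fold and 0 at 4-fold. Both ideas, that the scanner files carry the right sample names and that the matrix carries the right sample names, stay open, and the probes have no gene names.

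Most called probes differ between the slide rows, because the arrays labelled fed lay in 1 row and those labelled starved in the other. A hybridization difference between the slide rows could move control sequences as well. Only 3 of 53 control sequences passed the filter on dim probes. In the wild-type comparison 3 of these were called by limma, with log2 changes of -0.80 to -0.55, and in the mutant comparison, 0 were (-0.35 to -0.03). With 3 sequences in the same rows as the groups, position and nitrogen cannot be told apart. A response of the cells to nitrogen removal, or of the genotype under the matrix's names, stays open.

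More probes switched on than off after nitrogen removal: 1578 were well above background on all 4 arrays labelled starved and none labelled fed, against 111 the other way, a ratio of 14.2. Lower detection limits on the arrays labelled as starved may account for much of this, since 67.2% of probes were well above background on those arrays and 59.7% on the others. With the common floor in place of each array's own limit, the counts were 1013 and 575, a ratio of 1.76. Under median scaling that ratio was 1.26 and under quantile normalization 1.07. The criterion first set, a ratio above 1.5, would have left an excess under the main scaling, and the other scalings were added after this was seen. What remains of the excess cannot be told apart from the choice of scaling.

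Most genotype calls with nitrogen present were higher in the mutant and not well above background in the wild type. Of the 36 probes, 7 stood at the lowest level on both arrays labelled wild type fed and 16 on at least 1. The offsets between the arrays' lowest levels did not account for the size of the 36 differences. The group means of these levels differed by 0.01 (log2), single arrays allow -0.31 to 0.33, and all 36 calls were larger, at 1.25 to 3.05 in size. Sizes alone do not show whether the spread at the lowest level was too small. With the common floor limma called 0 of the 36 (7196 probes at unadjusted p under 0.05), and SYN-CR-76-43652, measured on both sides, missed the threshold there with its log2 difference still at -1.36 (adjusted p 0.056). When the spread was let depend on the signal (eBayes with trend), 3 of the 36 calls were kept. Of the 31627 probes well above background on all 8 arrays, limma called 0, while 5689 had an unadjusted p under 0.05. Whether the 36 calls are noise of signals near background or an effect of the mutation stays open.

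The pairing of the arrays by genotype label was set against the other pairings of the same 4 arrays. In fed cells, 1 of the 3 pairings gave as many calls, the labelled one with 36, while limma called 0 in each of the others (729 and 1317 probes at unadjusted p under 0.05, against 7295). In starved cells, 1 of the 3 pairings again gave as many calls as the labelled 13, and limma called 0 in the others (433 and 2186, against 6159). With 3 pairings chance cannot be excluded.

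The matrix values had narrower fold changes than the scanner values. With the arrays assigned as in the scanner files, the SD of the log2 change over the 41435 probes was 0.917 in scanner values and 0.468 in matrix values for the wild-type response, and 0.960 and 0.541 for the mutant response. Over the called probes, the median size of the change was 0.969 against 0.447 and 0.999 against 0.506. The matrix was made without background subtraction, and no biological explanation was tested.

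The array carries 149 probes that the files name after 3 CRISPR arrays and 2 leaders, and 105 of them were tested. limma called 7 in the wild-type response, 1 higher and 6 lower, and 1 in the mutant response, which was higher.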
